A study of Saccharomyces cerevisiae with 44 samples.

How the data were processed

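RNA was sequenced from cultures of the budding yeast strain VM05 and of derivatives lacking KAR4, STE12 or IME4, all of mating type a, per the labels. VM05 lacks the G1 cyclin genes CLN1, CLN2 and CLN3 and carries CLN3 under a galactose promoter, so that moving cells from galactose to glucose arrests them in G1. Per the labels' protocols, cultures were grown at 30 °C, arrested for 3 h in glucose, and then frozen or given 20 µM of the mating pheromone alpha-factor for 60 min. Libraries were made with a stranded total-RNA kit after removal of ribosomal RNA and read at 50 nt, per the labels' protocols. The labels give 4 batches. Batches 1 and 2 hold the wild type (WT) and the kar4 and ste12 deletion strains (kar4Δ, ste12Δ) before (0 h) and after alpha-factor, with replicates 1 and 2 in batch 1 and replicates 3 and 4 in batch 2. Batch 3 holds WT and the ime4 deletion strain (ime4Δ), untreated and treated. Batch 4 holds WT alone, with an untreated control that waited 60 min without alpha-factor.

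The deposited table holds expected counts, that is, reads per annotated feature with fractions where reads were shared between features or places, for 7127 features and 44 columns. Of its values, 24.5% are whole numbers. The deposited values are not scaled, and the aligner, the counting program, the genome build, the annotation and any use of strand are stated neither per the file headers nor per the labels. Counts of near-identical paralogs, of transposon copies, of ribosomal and transfer RNA genes and of overlapping or antisense genes are therefore uncertain. Feature identifiers were used as the table gives them. The reference annotation (R64) served only for gene names and neighbours, and 6047 identifiers matched it. The 1080 others kept their table name and held 1.36% to 10.1% of a library's counts.

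In batch 3, columns 1 and 3 and columns 2 and 4 of each group agreed within sampling noise. Their chi-square per degree of freedom, over features with at least 20 counts in the pair, lay between 0.444 and 0.701 in the 8 pairs, and their totals differed by at most 1.04-fold. Among the other pairs of columns of one group it lay between 5.29 and 73.2 within a batch (30 pairs) and between 32.5 and 177 across batches (24 pairs). Each of the 8 pairs was therefore treated as 1 library, whose value was the mean of both columns, and batch 3 entered with 2 libraries per group in place of the 4 that the labels list. This left 36 libraries. The sum of each pair was used first and was replaced by the mean after its results had been seen. The sum, and the 16 columns as separate replicates, were kept as alternatives.

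Counts were rounded to whole numbers and analysed with edgeR 4.0.16 in R 4.3.3 (limma 3.58.1). Features were filtered with filterByExpr (minimum count 10, minimum total count 15) and scaled by the trimmed mean of M-values (TMM). Comparisons were tested with glmQLFit and glmQLFTest, and p-values were adjusted by the Benjamini-Hochberg method. A gene was called where the adjusted p-value was under 0.05. The 24 libraries of batches 1 and 2 were fitted together with batch as an additive term, the 8 libraries of batch 3 together, and the 4 libraries of batch 4 together. All 36 libraries were fitted together, with batch 2 as a term, for the difference between the WT responses of batch 4 and of batches 1 and 2, and for the difference between the effects of KAR4 and IME4 loss. A response is the log2 fold change of treated against untreated libraries, and a response difference is one strain's response minus another's. Levels (CPM) are counts divided by the TMM-scaled library total in M counts (M, mega). WT-induced genes were called higher in the WT response of batches 1 and 2 with a log2 fold change of at least 1. Among these, a Kar4-dependent or Ste12-dependent gene had a called negative response difference against WT. Where all libraries of a group held 3 or fewer counts of a gene, its fold change was computed as a bound against a floor of 3 counts.

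The 5 lists of genes fixed in advance were pheromone response (20 genes), nuclear fusion (5), the mRNA methyltransferase complex (5), S and M phase (8) and galactose use (4). The genes named in the text were the deleted genes, the members of these lists, and, for each direct comparison, the 3 genes with the largest log2 fold change in each direction among called genes with a mean of at least 1 log2 CPM and no overlap between the libraries compared. For a response difference they were the 5 genes with the largest absolute value among called genes with at least that mean. Any other gene named was chosen after its values were seen. The comparisons and their tests, the lists, this rule and the alternatives were chosen before the data were examined, except for 4 alternatives. These 4 were chosen after seeing the data: protein-coding genes alone, the 16 columns of batch 3 as separate replicates, the sum of each pair of columns, and exchanged numbers of a pair of ime4Δ libraries. Some tests of explanations and some splits of libraries were also chosen or changed after results were seen, as stated where they are reported.

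The alternatives were library totals alone or DESeq2 size factors for scaling, no filter on low counts or a mean of at least 50 counts, the Wald test of DESeq2 1.42.0, no batch term, each of batches 1 and 2 alone, the 2 groups compared alone, all libraries in one fit for batch 4, the replicate number as a block, each library left out in turn, a log2 fold change of at least 2 for induced genes, and a definition of dependence by the level after alpha-factor. A term for replicates 1 and 2 against 3 and 4 in batch 3 could not be fitted once the columns were combined.

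The fits were tested on simulated data, in which counts were drawn for the real genes from the real means and library sizes and 198 to 200 of the tested genes were changed. Changes of 4-fold were recovered in 84.0% to 100% of genes and changes of 2-fold in 60.0% to 93.9%, and 4.52% to 7.84% of calls were false (7 steps on 6131 to 6255 genes). For the ime4Δ response difference, with 2 libraries per group, 97.0% of 4-fold and 93.0% of 2-fold changes were recovered. Each library held 4.25 M to 22.6 M counts. The floor of 3 counts covers counting error only, since reads without molecular identifiers are not independent molecules.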

Results

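Transcript levels were measured by RNA sequencing in G1-arrested yeast cells with and without the mating pheromone alpha-factor, in wild-type cells (WT) and in strains lacking the pheromone-response transcription factor Ste12, its partner Kar4, or the mRNA methyltransferase Ime4. WT, kar4Δ and ste12Δ each had 4 libraries at 0 h and 4 after 60 min of alpha-factor, with 2 of each in batch 1 and 2 in batch 2. WT and ime4Δ had 2 libraries per condition in batch 3, and WT had 2 per condition in batch 4, where the untreated cells also waited for 60 min. The table gave expected counts, and the libraries held 4.25 M to 15.6 M counts in batch 1 (M, mega), 8.27 M to 12.7 M in batch 2, at least 9.90 M in batch 3 and 14.8 M to 22.6 M in batch 4. Features of ribosomal RNA took up to 8.67% of a library in batch 2 and up to 1.58% in the other batches. The gypsy-like transposon Ty3, whose copies share reads, took 0.564% ± 0.051 of the counts in WT at 0 h and 8.25% ± 0.932 after alpha-factor (SD, n = 4). In kar4Δ this share rose from 0.282% to 3.86%, and in ste12Δ it was 0.027% and 0.031%.

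**Figure D1:**
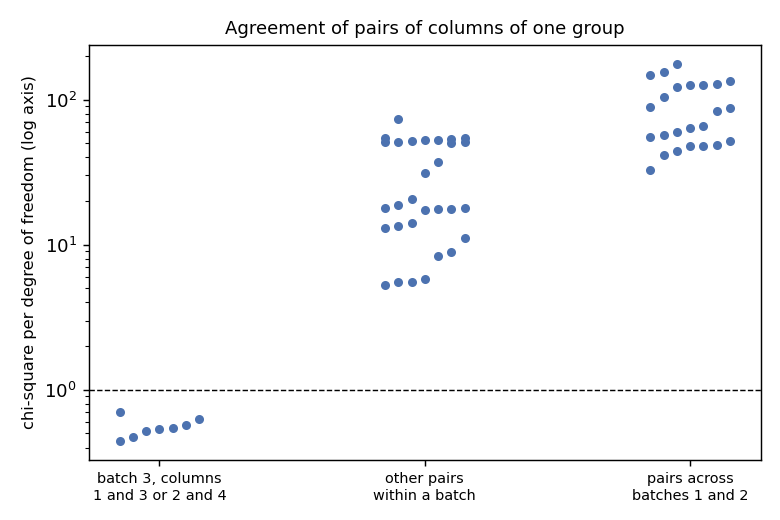
Chi-square per degree of freedom (log axis) for pairs of columns of one group, over features with at least 20 counts in the pair. The dashed line marks the value that counting noise alone gives. The 8 pairs formed by columns 1 and 3 or 2 and 4 of batch 3 lay between 0.444 and 0.701, and all other pairs lay at 5.29 or above.

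The deleted genes were examined first, because they check the labels. KAR4 (YCL055W) had a count of 0 in all 4 kar4Δ libraries at 0 h and of 1 or 2 in those with alpha-factor. This was at least 97.5-fold lower than WT at 0 h and at least 870-fold lower after alpha-factor. KAR4 rose in WT from 49.2 ± 8.46 to 395 ± 76.1 CPM (SD, n = 4). STE12 (YHR084W) had a level of 1.76 ± 1.74 CPM at 0 h and 3.02 ± 3.01 CPM after alpha-factor in ste12Δ (SD, n = 4), with 3 to 64 counts per library and the higher values in batch 2. In WT it had 202 ± 18.8 CPM at 0 h and 325 ± 20.1 CPM after alpha-factor. IME4 (YGL192W) had 0.404 CPM untreated and 0.460 CPM treated in ime4Δ, with 3 to 8 counts per library, against 3.09 CPM and 269 CPM in WT of batch 3 (n = 2). IME4 overlaps the antisense transcript RME2, and both are uncertain where the counting did not use strand.

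**Figure D2:**
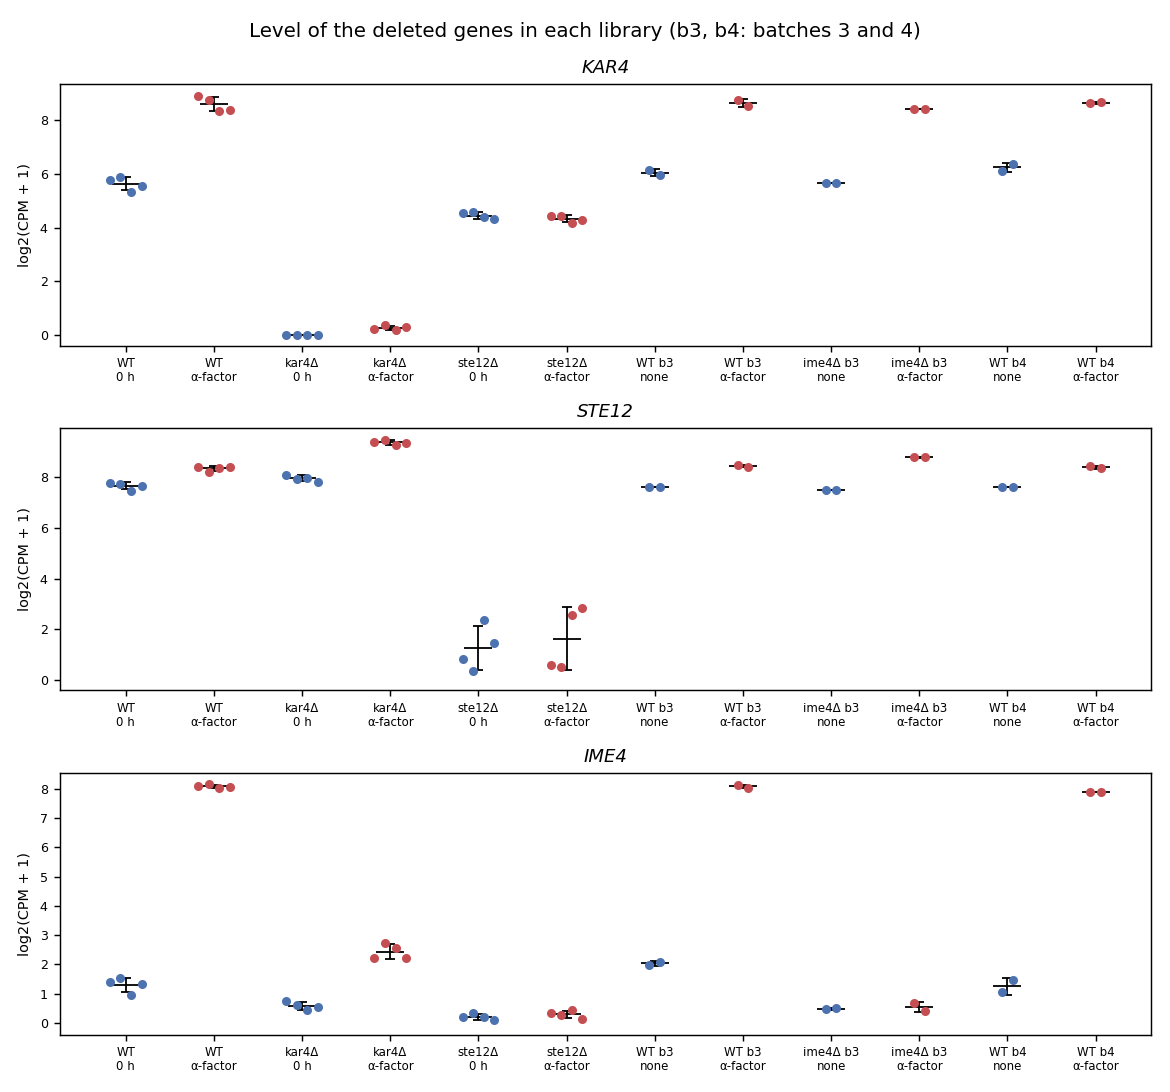
Level of KAR4, STE12 and IME4 in each library, as log2(CPM + 1), by strain and condition. Points are libraries, horizontal bars are group means and error bars are 1 SD (n = 4, or n = 2 in batches 3 and 4, written b3 and b4). Each gene was lowest in the strain that lacks it, except that IME4 lay lower still in ste12Δ.

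The first comparison asked which genes alpha-factor changed in WT. In batches 1 and 2, 3637 of 6161 tested genes were called in WT, 1788 higher and 1849 lower (edgeR, adjusted p under 0.05). Of these, 640 changed at least 2-fold, 473 higher and 167 lower. The libraries did not overlap between conditions for 44.6% of all genes tested, where chance gives 2.86%. Of the alternatives with all libraries, no batch term moved the count of calls most, to 3086. Scaling by library totals alone shifted the median of all genes by -0.17 (log2) and gave 1183 higher and 2523 lower, so directions here are relative to the TMM scaling. IME4 rose by 7.54 (SE 0.12, edgeR's Benjamini-Hochberg adjusted p 1.89e-23, higher in 4 of 4 libraries), from 1.49 to 270 CPM, and by 7.29 and 7.71 in batches 1 and 2 alone. The transfer-RNA features tD(GUC)L2 and tR(UCU)G3, which share reads with copies, were at least 28.1-fold higher and 6.25 higher on the log2 scale. The largest declines were those of MF(ALPHA)1 (-4.82), IZH4 (-3.62) and INA1 (-3.58). The WT response of batch 3 gave 3391 calls of 6156 genes (1687 higher, 1704 lower; 1125 and 2207 with library totals), and its log2 fold changes correlated with those of batches 1 and 2 at r = 0.93 across 6110 genes (rho 0.87; genes are not independent replicates). Its largest changes were in tH(GUG)E2 (6.92), tD(GUC)L2 (at least 55.3-fold), IME4 (6.43), MF(ALPHA)1 (-4.53), INA1 (-3.72) and MRH1 (-3.31).

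The same response was then measured without KAR4 or STE12. In kar4Δ, 4058 genes were called, 2036 higher and 2022 lower (1329 and 2938 with library totals, which shifted the median by -0.23), and 985 changed at least 2-fold. In ste12Δ, 1986 genes were called, 1087 higher and 899 lower, and 110 changed at least 2-fold. Across 6161 genes the WT response correlated with that of kar4Δ at r = 0.80 (rho 0.84) and with that of ste12Δ at r = 0.49 (rho 0.51). The largest changes in kar4Δ were in tI(AAU)I2 (6.01), SPO11 (5.62), tD(GUC)L2 (at least 11.1-fold), INA1 (-3.87), PHO5 (-3.40) and SPL2 (-3.31). In ste12Δ they were in SRX1 (2.59), SNO1 (2.42), SNZ1 (2.41), IZH4 (-2.44), AAC3 (-1.97) and SPL2 (-1.76). All of these named genes kept their sign in batch 1 alone and in batch 2 alone.

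Before alpha-factor, kar4Δ and WT differed in 737 genes, 360 higher and 377 lower in kar4Δ, of which 12 differed at least 2-fold. This count depended on single libraries: it was 390 without replicate 2 of kar4Δ, the deepest at 15.6 M counts, 471 without replicate 1 of WT and 464 without replicate 2 of WT. Of 614 calls in batch 1 alone, 531 (86.5%) had the same sign in batch 2. Besides KAR4, the named genes were PRM2 (-4.29), IME4 (-1.53), PRM6 (1.78), YOR381W-A (1.23) and MF(ALPHA)2 (1.07); YOR381W-A and MF(ALPHA)2 had values of 0.52 and 0.55 in batch 1 and of 1.69 and 1.72 in batch 2. MF(ALPHA)2 was no longer called without replicate 2 of kar4Δ (1.02) or without replicate 3 (0.86) or 4 (0.83) of WT. Between ste12Δ and WT, 1389 genes differed at 0 h, 656 higher and 733 lower. With library totals the median of all genes moved by 0.21 and the split became 2366 higher and 296 lower. The Ty3 features YGR109W-A (-8.24) and YIL082W (-7.69), STE12 (-6.76), YPL276W (3.57), FDH1 (3.34) and FDH2 (2.70) differed most, and the last 3 are near-identical copies that share reads.

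After alpha-factor, kar4Δ and WT differed in 2332 genes, 1033 higher and 1299 lower (705 and 1496 with library totals), and 270 differed at least 2-fold. Besides KAR4, the largest differences were PRM2 (-6.61), IME4 (-5.93), YOR381W-A (4.97), MF(ALPHA)2 (4.49) and SAG1 (3.98). Between ste12Δ and WT, 3641 genes differed, 1906 higher and 1735 lower (3650 and 774 with library totals, median shift 0.36), and 584 differed at least 2-fold. YGR109W-A (-12.74), YIL082W (-11.29), IME4 (-10.13), HPF1 (3.56), MNN1 (3.00) and CLB6 (2.97) differed most.

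The central question was whether the response itself differed between strains. Tested as an interaction, 1167 of 6161 genes responded differently in kar4Δ than in WT, 537 with a larger and 630 with a smaller log2 fold change (334 and 685 with library totals), and 184 differed at least 2-fold. For ste12Δ against WT these numbers were 2214, 1130, 1084 and 379 (1710 larger and 663 smaller with library totals, median shift 0.16). For kar4Δ against ste12Δ they were 3013, 1426, 1587 and 593 (819 and 2276 with library totals, median shift -0.23). Of the kar4Δ and ste12Δ calls against WT, 560 were shared and 260 of these had the same direction. The kar4Δ and ste12Δ differences correlated at r = 0.33 across 6161 genes (rho 0.04). In 10 simulations of unchanged strains set against the same WT libraries, r had a mean of 0.41 (0.37 to 0.47), and 0 calls were shared. The simulated differences held noise alone, unlike the real ones. Their r therefore does not show how much of the real r came from the shared WT libraries. IME4 differed by -4.41 in kar4Δ (SE 0.40, edgeR's Benjamini-Hochberg adjusted p 1.88e-08; -4.27 and -4.39 in batches 1 and 2). The other named genes of kar4Δ were YNL033W (-4.48) and YNL019C (-4.45), near-identical paralogs that share reads, YPR027C (-4.37, at the floor in kar4Δ at 0 h) and STE3 (3.80). For ste12Δ they were IME4, tH(GUG)E2, tR(UCU)G3 and YNL042W-B, each with 3 or fewer counts in all libraries of at least 1 ste12Δ group, so that no size is given, and PRM3 (-5.51). For kar4Δ against ste12Δ they were SPO11 (5.60), PRM3 (4.76), YGR109W-A (4.41), and tH(GUG)E2 and YNL042W-B, at the floor in ste12Δ.

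Among the 473 WT-induced genes, the median log2 fold change was 1.52 in WT, 1.39 in kar4Δ and 0.38 in ste12Δ. Of these, 110 (23.3%) were Kar4-dependent, with medians of 1.94 in WT, 0.89 in kar4Δ and 0.23 in ste12Δ. A further definition by a lower level after alpha-factor gave 189 genes, of which 102 were among the 110. Of the 110 genes, 8 were not lower than WT after alpha-factor, among them FUS1, FUS2, FIG2, AGA1, KAR5 and PRM6, named after their values were seen. Ste12-dependent genes numbered 371 (78.4%), with medians of 1.59 in WT, 1.38 in kar4Δ and 0.28 in ste12Δ. Both definitions held for 106 genes, and 265 were Ste12-dependent alone. The 4 genes that were Kar4-dependent alone, named after their values were seen, were MET13, POX1, PDH1 and the transfer-RNA feature tG(GCC)G1. The 98 remaining genes, in which neither response difference was called negative, had medians of 1.40 in WT, 1.45 in kar4Δ and 0.98 in ste12Δ. With genes at the floor of 3 counts set to their bound, or left out where both groups were at it, as for KAR4 in kar4Δ, the medians of the 473 genes were 1.52, 1.39 and 0.38.

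**Figure D3:**
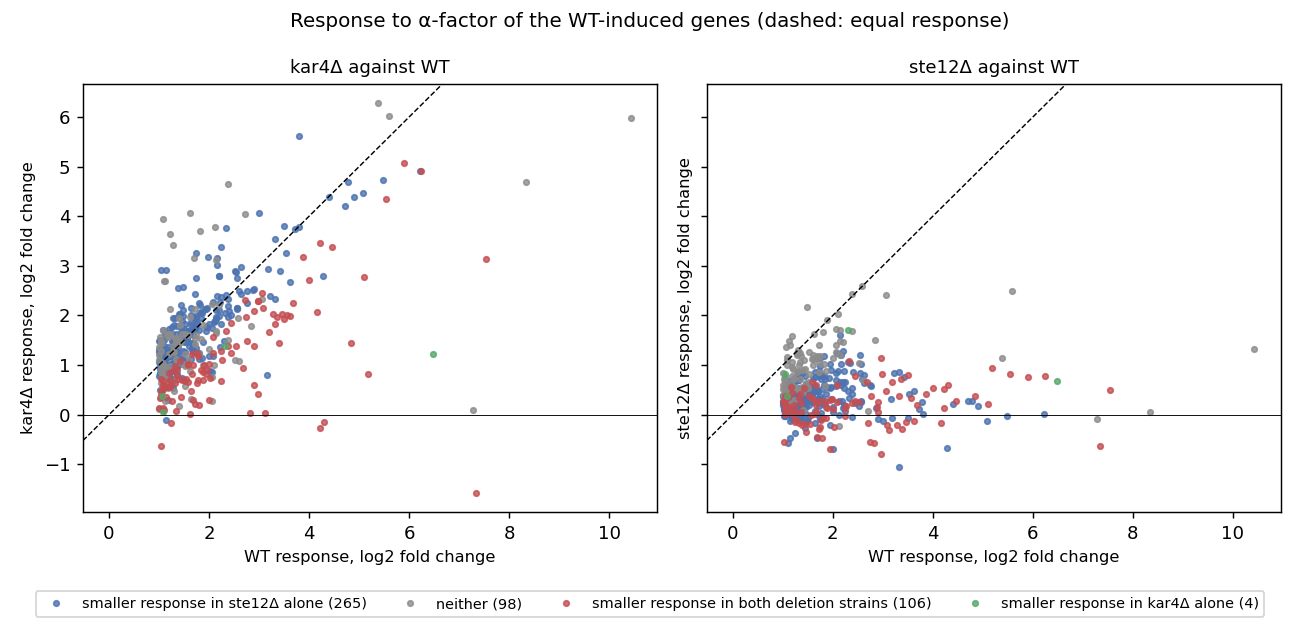
Log2 fold change of the 473 WT-induced genes in WT (x axis) against kar4Δ (left) and ste12Δ (right), coloured by whether the response was called smaller than in WT in both deletion strains (106), in ste12Δ alone (265), in kar4Δ alone (4) or in neither (98). Fitted values of genes at the floor of 3 counts are no bounds. The median was 1.39 in kar4Δ and 0.38 in ste12Δ, against 1.52 in WT.

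Genes for nuclear fusion during mating were examined because KAR4 is named for that process. All 5 rose in WT, with log2 fold changes of 3.08 to 5.48. In kar4Δ the response was smaller for CIK1 (YMR198W, -3.39, SE 0.12), PRM2 (YIL037C, -2.32, SE 0.43), KAR3 (YPR141C, -1.43, SE 0.12) and KAR5 (YMR065W, -0.92, SE 0.16), while PRM3 (YPL192C, -0.75, SE 0.30) was not called over all genes (edgeR's Benjamini-Hochberg adjusted p 0.081). PRM3 was called in batch 2 alone (-1.05) and with the replicate number as a block (-0.73). The main count is thus 4 of 5 genes over all genes tested and 5 adjusted over the list alone. In ste12Δ all 5 responded less by both counts, by -3.28 to -5.51. CIK1 went from 10.6 to 299 CPM in WT and from 10.9 to 29.9 CPM in kar4Δ. KAR3 reached 412 ± 16.4 CPM in WT, 132 ± 3.53 in kar4Δ and 22.7 ± 1.04 in ste12Δ (SD, n = 4). PRM2 was already lower in kar4Δ at 0 h, at 0.976 against 18.7 CPM. KAR5 ended at 163 CPM in kar4Δ and 159 in WT, and its smaller response came with a higher level at 0 h (37.1 against 19.6 CPM).

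The 20 pheromone-response genes include KAR4 and STE12, and KAR4 has no measurable response in kar4Δ, where it is at the floor. Of the 20 genes, 16 were called higher in WT (17 adjusted over the list alone). Without KAR4, 16 of 19 were called higher in kar4Δ (16), while without STE12 5 were called higher and 2 lower in ste12Δ (7 of 19 by both counts). The response difference was called for 9 of these 19 in kar4Δ, 1 larger and 8 smaller (9 adjusted over the list alone). In ste12Δ it was called for 17 of 19, all smaller (17). Of all 20 genes, 8 were called higher and 1 lower in kar4Δ than in WT at 0 h (11 adjusted over the list alone). After alpha-factor 4 were called higher and 6 lower (10), with KAR4 among the lower ones in both conditions. FUS1 (YCL027W) rose from 112 to 827 CPM in WT and from 211 to 891 CPM in kar4Δ; its response difference was -0.81, and its level after alpha-factor differed by 0.10 (edgeR's Benjamini-Hochberg adjusted p 0.58). STE12 rose by 0.69 in WT and by 1.42 in kar4Δ, a difference of 0.73 that was not called (edgeR's Benjamini-Hochberg adjusted p 0.20), but was called in batch 1 alone (0.86) and with the replicate number as a block (0.72). The spread of STE12 in this fit includes its residual reads in ste12Δ, and its rise in WT was no longer called with library totals, with DESeq2, without the batch term, or without replicate 3 or 4 at 0 h or replicate 1, 2 or 4 with alpha-factor (0.51 to 0.71).

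Some genes rose more without KAR4. SPO11 (YHL022C) went from 2.42 to 33.6 CPM in WT, from 3.76 to 190 ± 24.2 CPM in kar4Δ (SD, n = 4) and from 1.72 to 1.77 CPM in ste12Δ. SAG1 (YJR004C) went from 294 to 200 CPM in WT and from 493 to 3143 ± 116 CPM in kar4Δ. Its WT response was -0.56 in batches 1 and 2 and 0.18, not called, in batch 3. RME2 fell from 133 to 31.7 CPM in WT but went from 99.5 to 88.7 CPM in kar4Δ and from 99.2 to 103 CPM in ste12Δ.

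**Figure D4:**
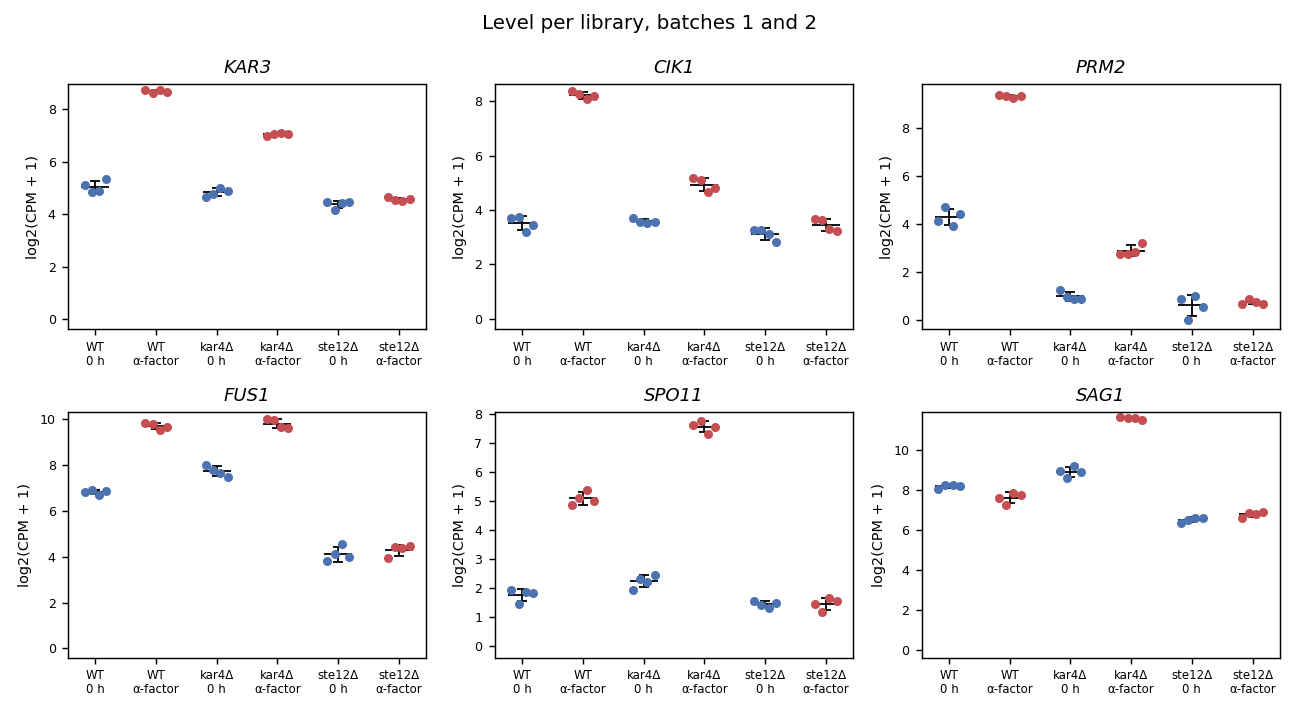
Level per library of KAR3, CIK1, PRM2, FUS1, SPO11 and SAG1 in batches 1 and 2, as log2(CPM + 1). Points are libraries, horizontal bars are group means and error bars are 1 SD (n = 4). After alpha-factor, CIK1 had 299 CPM in WT and 29.9 in kar4Δ, while SAG1 had 200 CPM in WT and 3143 in kar4Δ.

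The next comparison asked whether loss of Ime4 altered the response. In ime4Δ 3415 of 6156 genes were called, 1697 higher and 1718 lower (948 and 2929 with library totals, median shift -0.29), and its log2 fold changes correlated with those of WT at r = 0.94 (rho 0.90). The largest were in tH(GUG)E2 (6.88), tD(GUC)L2 (at least 65.5-fold), tR(UCU)G3 (6.11), MF(ALPHA)1 (-4.60), INA1 (-3.52) and PHO3 (-3.22). The response difference was called for 1 gene, IME4 itself (-6.23, SE 0.45, edgeR's Benjamini-Hochberg adjusted p 0.0014, lower in 2 of 2 treated ime4Δ libraries), while 491 genes had an unadjusted p under 0.05. Untreated, 2 genes differed, RME2 (-3.00) and IME4 (-2.90), both lower (2 higher and 2 lower with library totals, median shift 0.14), and 714 had an unadjusted p under 0.05. After alpha-factor 14 differed, 12 higher and 2 lower (12 and 4 with library totals), with 907 at an unadjusted p under 0.05; the named ones were IME4 (-9.13), RME2 (-2.67), AFB1 (1.24), MRN1 (0.78) and RME1 (0.77). Fits of the 2 groups alone gave 22 and 285 calls. Of the nuclear fusion genes 0 had a called response difference in ime4Δ, and 3 were called larger adjusted over the list alone, with 3 at an unadjusted p under 0.05. Of the pheromone-response genes 0 were called, 2 adjusted over the list alone, and 6 had an unadjusted p under 0.05. Their differences were nevertheless positive for 19 of 20 genes, with a median of 0.35 (17 of 20 and 0.23 with library totals, which shifted the median of all genes by -0.13). In untreated cells the median of ime4Δ against WT was -0.29 for these genes (17 of 20 negative, 0 called, 5 lower adjusted over the list alone, 8 at an unadjusted p under 0.05) and -0.26 for the nuclear fusion genes (0 called, 5 lower adjusted over the list alone, 5 at an unadjusted p under 0.05). With library totals these untreated medians were -0.17 and -0.12. After alpha-factor the medians with TMM scaling were 0.07 and -0.02. Of the pheromone-response genes 1 was then called higher (2 adjusted over the list alone, 4 at an unadjusted p under 0.05). Of the nuclear fusion genes 0 were called, with 1 lower adjusted over the list alone and 1 at an unadjusted p under 0.05.

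In batch 4, where both conditions were sampled at 60 min, alpha-factor changed 3623 of 6272 genes, 1810 higher and 1813 lower (1387 and 2369 with library totals, median shift -0.13). The largest changes were in IME4 (7.37), tD(GUC)L2 (7.19), tH(GUG)E2 (6.44), MF(ALPHA)1 (-5.83), YGP1 (-4.0) and PHO3 (-3.72). This response correlated with that of batches 1 and 2 at r = 0.82 (rho 0.75) and with that of batch 3 at r = 0.88 (rho 0.83). It differed from that of batches 1 and 2 in 1036 of 6270 genes, 554 larger and 482 smaller (495 and 271 with library totals). The 5 named features were RDN58-2, RDN18-2, RDN37-2, RDN25-2 and YLR154C-G (-5.40 to -4.66). They lie in the ribosomal DNA repeat, share reads among its copies and depend on the removal of ribosomal RNA. In batch 4, ribosomal RNA took 1.58% of untreated replicate 2 and 0.055% of untreated replicate 1. It took 0.056% and 0.023% of treated replicates 1 and 2, so the values of these features lean on a single library. The batches differ in both date and control, so no value within a batch could be had. Of the 98 WT-induced genes in which neither response difference was called negative, 53 of 96 tested were called induced in batch 4, with a median of 0.65. Of the Kar4-dependent genes, 107 of 110 were, with a median of 1.96.

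The effect of KAR4 loss on the response differed from that of IME4 loss in 277 of 6270 genes, 151 larger and 126 smaller. MED6 (3.68), YOR381W-A (3.46), YNL033W (-4.58), YNL019C (-4.75) and YPR027C (-4.86, at the floor in kar4Δ at 0 h) differed most. MED6 (YHR058C) rose from 27.4 to 267 ± 50.2 CPM in kar4Δ (SD, n = 4), against 20.7 to 22.8 CPM in WT.

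The other lists were S and M phase, methyltransferase and galactose genes. In the S and M phase list, 6 of 8 genes were called in the WT response, 1 higher and 5 lower (6 adjusted over the list alone), and 4 had a larger response in kar4Δ and 4 in ste12Δ (4 and 5 adjusted over the list alone). In the methyltransferase list, 2 of 5 rose in WT (2 adjusted over the list alone). Of these genes, 3 responded differently in kar4Δ by both counts: IME4, MUM2 (0.77) and VIR1 (0.32), the last no longer called with library totals (0.26). Of the galactose genes, 2 of 4 fell in WT in batches 1 and 2 (1 adjusted over the list alone, median -0.37). In batch 3, 0 were called, with 1 at an unadjusted p under 0.05 and a median of 0.06. With library totals 1 was called lower in batch 3 and the median was -0.09. In batch 4, 0 were called, with 0 at an unadjusted p under 0.05. Of these genes, 0 differed in response in kar4Δ or ste12Δ, with 0 at an unadjusted p under 0.05. At 0 h 3 were lower in ste12Δ than in WT by both counts, while with library totals 1 was called lower. In the ime4Δ response 3 of 4 were called lower. The response difference between ime4Δ and WT was negative for 4 of 4, with a median of -0.40. Of these differences 0 were called, 0 adjusted over the list alone, and 3 had an unadjusted p under 0.05. Between ime4Δ and WT after alpha-factor 0 were called, 4 were lower adjusted over the list alone, and 4 had an unadjusted p under 0.05. The median difference in kar4Δ of the methyltransferase list (0.03) and of the galactose list (0.03) became -0.03 with library totals.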

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

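The tests by batch, by depth and by other assignments of libraries were chosen before their results were seen, except for the splits that kept each replicate number together, while the tests of the effects of KAR4 and IME4 loss by batch, on abundant transcripts, the deleted gene, the 60 min of arrest and ribosomal RNA were chosen only after the result was seen.

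The alpha-factor response differed between kar4Δ and WT in 1167 genes, by a test of the difference itself. Of the genes called in batch 1 alone, 97.6% had the same sign in batch 2, which argues against a difference between batches. With all 24 libraries thinned to the smallest total of 4.25 M counts, 925 genes were called, which argues against depth as the whole source. With library totals as the only scaling, 32.8% of calls lay in the less frequent direction, which argues against a few abundant transcripts, such as those of Ty3, shifting every other gene. Strain labels were exchanged within each condition but across batches, so an assignment need not balance strain and batch. Among 100 such assignments of the 16 libraries to WT and kar4Δ, the real one included, 3 gave as many calls, and 4 gave as many Kar4-dependent genes (110). The other assignments with as many calls or genes kept the treated libraries parted by strain and mixed those at 0 h, and gave up to 1546 calls and up to 179 such genes. In the 35 splits that kept each replicate number of a strain together, added afterwards, 1 gave as many calls, the real one, and the highest other gave 6. A role of Kar4 in the response is consistent with these tests as a hypothesis, found and tested on the same libraries.

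The response differed between ste12Δ and WT in 2214 genes and between kar4Δ and ste12Δ in 3013. Batch 1 calls had the same sign in batch 2 in 98.1% and 99.2% of genes, and thinning left 1830 and 2567 calls. With library totals alone 27.9% and 26.5% of calls lay in the less frequent direction. For ste12Δ against WT 4 of 100 assignments gave as many calls, with up to 3045 in those that kept the treated libraries parted by strain, and 1 of 100 gave as many Ste12-dependent genes (371). For kar4Δ against ste12Δ 1 of 100 gave as many calls, and the highest other, which also kept the treated libraries parted by strain, gave 2745. Among 100 assignments of all 24 libraries to the 3 strains, 1 gave as many genes dependent on both factors (106). The splits that kept each replicate number together gave 1 of 35 in both comparisons. These tests argue against batch, depth and composition as the whole source, so that the loss of Ste12 stays as a hypothesis.

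The assignments were first drawn 80 times without removing repeats, and 2, 4 and 1 of these draws gave as many calls for kar4Δ against WT, ste12Δ against WT and kar4Δ against ste12Δ. The share of 4 in 80 for ste12Δ lay at the threshold of 0.05. After this was seen the draws were replaced by 100 distinct assignments, the number set at the start, so the result for ste12Δ against WT under free assignment is a close one.

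The response differed between ime4Δ and WT in 1 gene, IME4, and 491 genes had an unadjusted p under 0.05. Calls other than IME4 numbered 0, and the call of IME4 itself reflects the deletion. The DESeq2 Wald test called 8 genes, and 19 of 20 pheromone-response genes had a positive difference. In simulated data of this size, with 200 genes changed, 93.0% of 2-fold changes in this difference were recovered. The adjusted threshold is stricter where few genes change. Changes of 2-fold in a few genes therefore stay open, as do smaller changes in further genes.

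The WT response of batch 4 differed from that of batches 1 and 2 in 1036 genes. This difference correlated with the 60 min response of ste12Δ at r = -0.38 across genes, which is consistent with changes during 60 min of arrest that the 0 h control includes and the 60 min control removes. With protein-coding genes alone 1054 genes were called, which argues against ribosomal RNA left in some libraries. The same contrast between batch 3 and batches 1 and 2 gave 114 calls, 61 larger and 53 smaller. Batch 4 differs from batches 1 and 2 in control time and in batch at once, so these cannot be told apart in these libraries.

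The effect of KAR4 loss on the response differed from that of IME4 loss in 277 genes. Of these, 17 were also among the 114 genes whose WT response differed between batch 3 and batches 1 and 2. Each strain was set against the WT of its own batches. The median response of the nuclear fusion genes was 4.84 in WT of batches 1 and 2, 4.72 in WT of batch 3 and 4.71 in ime4Δ, against 2.25 in kar4Δ. These values argue against a batch difference common to all strains as the whole source, by a limit set after they were seen. As kar4Δ and ime4Δ were never in one batch, a batch effect on a single strain was not tested. A first test, the agreement in sign between batches 1 and 2, was dropped because the choice of the genes largely fixed its outcome.

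A library lay far from the other 3 in 3 of 78 groups of 4 tested, where chance gives 3.9. The ratio of gap to range was 0.880 for CIK1 in kar4Δ at 0 h (replicate 1, the highest at 11.95 CPM, against 10.5 to 10.7), 0.866 for the share of ribosomal RNA in WT at 0 h (replicate 3, 3.02% against 0.198% to 0.576%) and 0.909 for the share of Ty3 in ste12Δ at 0 h (replicate 3, 0.0278% against 0.0263% to 0.0264%). No technical or biological explanation was tested for these.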

How the results depend on the processing

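Counts of called genes were recomputed under each alternative, and 198 of 231 such counts lay within 1.5 times the reported one. Leaving out 1 library kept 189 counts within that range and moved 3 out of it, all of kar4Δ against WT at 0 h. The causes of the changes were not tested, except where fewer libraries or genes explain them.

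The number of genes differing between kar4Δ and WT at 0 h (737) became 404 with library totals alone, 99 without the batch term, 152 in batch 2 alone, and 390 to 769 across the 8 fits that each left out one library (390 without replicate 2 of kar4Δ, 471 without replicate 1 of WT, 464 without replicate 2 of WT). For ste12Δ against WT at 0 h (1389), library totals alone gave 2662 genes, of which 952 were shared, no batch term gave 746 and batch 2 alone 732. The ste12Δ response (1986) gave 1153 genes without the batch term and 1257 in batch 2 alone. The response difference between kar4Δ and WT (1167) gave 751 without the batch term, 751 in batch 1 alone and 742 in batch 2 alone. All calls without the batch term were among the reported ones. Single batches hold 2 libraries per group.

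A log2 fold change of at least 2 left 141 WT-induced genes, 52 Kar4-dependent, 116 Ste12-dependent and 50 dependent on both, by construction a subset. Defining dependence by a lower level after alpha-factor gave 189 Kar4-dependent genes (102 shared with the reported 110) and 171 dependent on both (96 shared with 106). Across leave-one-out fits the sets held 457 to 497, 95 to 113, 357 to 378 and 92 to 116 genes.

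The small counts of ime4Δ moved too. Untreated (2), library totals gave 4, DESeq2 6, protein-coding genes alone 1 and the 2 groups alone 22. After alpha-factor (14), DESeq2 gave 28 and the 2 groups alone 285, and all 14 were shared. For the response difference (1), DESeq2 gave 8. Treating the 16 columns of batch 3 as separate replicates, an alternative chosen after seeing the data, gave 1159, 1479 and 787 genes, since columns of 1 library then count as replicates, and 881 for kar4Δ against ime4Δ (277). Without the batch term that last comparison gave 145, and batch 4 against batches 1 and 2 (1036) gave 466.

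Whether replicate numbers mark a culture is not stated. Residual correlations of equal numbers ranged from -0.37 to 0.43 between untreated and treated libraries (7 of 9 over 0.1) and from -0.34 to 0.44 between strains (10 of 14), so the numbers did not pair libraries throughout. With the replicate number as a block, the WT response gave 3745 genes, kar4Δ minus WT 1279, ste12Δ minus WT 2409, kar4Δ minus ste12Δ 3140 and ime4Δ minus WT 2. With the numbers of the treated ime4Δ libraries exchanged, chosen after seeing the data, ime4Δ minus WT gave 14 and ime4Δ against WT after alpha-factor 42. The block also called PRM3 (-0.73) and STE12 (0.72) for kar4Δ minus WT.

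The other counts stayed within 1.5 times under the alternatives run. The WT response ranged from 2765 (batch 1 alone) to 3745, ste12Δ minus WT from 1490 to 2409 and kar4Δ minus ste12Δ from 2244 to 3140.

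Among 114 results for named genes, 2171 of 2246 alternative values kept direction and side of the threshold, 37 lost the call, 5 gained it, 0 reversed, and 33 fold changes with 1 library left in an arm moved by more than the spread. The losses fell on STE12 (WT response, and kar4Δ against WT after alpha-factor), MF(ALPHA)2, YOR381W-A and IME4 (kar4Δ against WT at 0 h), FDH1, FDH2 and YPL276W, VIR1, COX13, and the 5 ribosomal features of batch 4. In batches 3 and 4 leaving out 1 library gives fold changes alone, and a term for replicates 1 and 2 against 3 and 4 in batch 3 was not run.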

Other observations

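The tests on chromosomes, on weakly raised genes and on other splits were chosen before their results were seen, and the tests on mating type, on IME4, on residual STE12 reads and on matching columns were chosen only after the result was seen.

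Other splits of the 8 libraries of each direct comparison in batches 1 and 2 were counted. For the WT, kar4Δ and ste12Δ responses, and for kar4Δ against WT and ste12Δ against WT at 0 h and after alpha-factor, 1 of 35 splits gave as many calls, the real one. For the WT-induced genes it was also 1 of 35. The highest count of any other split was 290, for the WT response (3637 in the real one), and the split that followed the batches gave at most 105, for the ste12Δ response.

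A set of 146 genes rose at least 2-fold with alpha-factor in kar4Δ, and more than in WT, where they did not pass the 2-fold limit, with medians of 1.41 in kar4Δ, 0.49 in WT and 0.18 in ste12Δ. It holds genes typical of cells of the opposite mating type: SAG1, MF(ALPHA)2 (44.5 to 311 CPM in kar4Δ), STE3 (0.546 to 13.04 CPM) and AFB1 (50.0 to 206 CPM). Per the labels' protocol each culture was divided before treatment, so a steady share of such cells would add as much at 0 h as after alpha-factor. The excess of kar4Δ over WT at 0 h, divided by that after alpha-factor, had a median of 0.067 over 5 genes typical of such cells: 0.067 for SAG1, 0.072 for MF(ALPHA)2, -0.010 for STE3, -0.031 for AFB1 and 1.04 for MF(ALPHA)1. The first 4 of these genes are in the set and were thus chosen for rising, so their ratios decide nothing. MF(ALPHA)1, which is not in the set, had a similar excess in both conditions (18.1 and 17.4 CPM), and such cells stay open as a source. The test replaced ones on MATALPHA1 (0.414 CPM in treated kar4Δ, 0.616 in treated WT, near the floor) and on the change of MF(ALPHA)1 in kar4Δ alone (-1.57, against -4.82 in WT). The 146 genes include features of transposon copies that share reads, such as YDR261W-A and YBL100W-A, so they are not all independent. Of the 146, 78.8% responded less in ste12Δ than in WT, against 48.5% of all genes, and 54 were called. Genes that Ste12 already raises weakly in WT, and that rise further without Kar4, may therefore make up much of this set, as a hypothesis beside the open one above. It leaves out genes named above: the response in ste12Δ was larger than in WT for SAG1 (by 0.85, called), and for MF(ALPHA)2 (0.53) and AFB1 (0.56), not called.

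IME4 rose with alpha-factor in WT by 7.54. Its neighbour COX13 changed by 0.37. COX13 lies downstream of IME4 on the same strand, so this value cannot test read-through into IME4. RME2, the antisense transcript, changed by -2.07, which argues against antisense reads counted for IME4. In kar4Δ IME4 reached 4.45 CPM and RME2 kept 88.7 CPM.

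Residual STE12 reads in ste12Δ were more frequent in batch 2, at up to 64 counts in a library. If WT or kar4Δ material made up 1.67% of these libraries, as STE12 would require, the 20 genes raised most in WT would show it, but the median of observed over predicted level was 0.42, and 7 of the 20 genes lay at or above the prediction. This argues against carry-over as the whole source, though a value just under the limit of 0.5 set for the test leaves a smaller share possible. No biological explanation was tested.

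Columns 1 and 3, and 2 and 4, of each group of batch 3 differed by no more than sampling noise, with a largest chi-square per degree of freedom of 0.701. Each library counted in both columns could give such agreement. Even the largest value lay below the one that counting noise alone gives, so independent reads from separate sequencing runs would not by themselves explain it. Why the agreement was closer than that was not tested. Other pairs of columns of one group had at least 5.29.

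No chromosome was shifted as a whole at 0 h. The median log2 difference farthest from 0 was -0.032 for kar4Δ (chromosome III) and 0.048 for ste12Δ (chromosome XIV), which argues against an extra or missing chromosome in either strain.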
